# Nanofat lysate ameliorates pain and cartilage degradation of osteoarthritis through activation of TGF-β–Smad2/3 signaling of chondrocytes

**DOI:** 10.3389/fphar.2023.900205

**Published:** 2023-03-27

**Authors:** Yanzhi Ge, Wenting Xu, Zuxiang Chen, Haiyan Zhang, Wenbo Zhang, Junjie Chen, Jiefeng Huang, Wenxi Du, Peijian Tong, Letian Shan, Li Zhou

**Keywords:** osteoarthritis, Nanofat lysate, TGF-β–Smad2/3 signaling, chondrocytes, RNA sequencing

## Abstract

**Introduction:** Nanofat is an effective cell therapy for osteoarthritis (OA). However, it has clinical limitations due to its short half-life. We developed Nanofat lysate (NFL) to overcome the defect of Nanofat and explore its anti-OA efficacy and mechanism.

**Methods:** Monoiodoacetate (MIA) was employed to establish rat OA model. For pain assessment, paw withdrawal latency (PWL) and thermal withdrawal latency (TWL) were evaluated. Degeneration of cartilage was observed by histopathological and immunohistochemical examination. Primary chondrocytes were treated with TNF-α to establish the cellular model of OA. MTT, wound healing, and transwell assays were performed to assess effects of NFL on chondrocytes. RNA-seq, qPCR and Western blot assays were conducted to clarify the mechanism of NFL.

**Results and Discussion:** The animal data showed that PWL and TWL values, Mankin’s and OARSI scorings, and the Col2 expression in cartilage were significantly improved in the NFL-treated OA rats. The cellular data showed that NFL significantly improved the proliferation, wound healing, and migration of chondrocytes. The molecular data showed that NFL significantly restored the TNF-α-altered anabolic markers (Sox9, Col2 and ACAN) and catabolic markers (IL6 and Mmp13). The RNA-seq identified that TGF-β-Smad2/3 signaling pathway mediated the efficacy of NFL, which was verified by qPCR and Western blot that NFL significantly restored the abnormal expressions of TGFβR2, phosphorylated-Smad2, phosphorylated-Smad2/3, Col2, Mmp13 and Mmp3. After long-term storage, NFL exerted similar effects as its fresh type, indicating its advantage of storability. In sum, NFL was developed as a new therapeutic approach and its anti-OA efficacy and mechanism that mediated by TGF-β-Smad2/3 signaling was determined for the first time. Besides, the storability of NFL provided a substantial advantage than other living cell-based therapies.

## 1 Introduction

Osteoarthritis (OA) is the most common joint degenerative disorder and typically affects the knees, hands, and hips (Collins et al., 2019; Hunter and Bierma-Zeinstra, 2019; Xie et al., 2020). Its pathologic changes include destruction of the articular cartilage and inflammation, which eventually lead to progressive pain, loss of function, and generally reduced quality of life in OA patients (Krishnan and Grodzinsky, 2018). As a global disease, OA increases the burden of the whole society, and its indirect costs are estimated at 3.4–13.2 billion per year (Bateman et al., 2018). Multiple risk factors, such as aging, female sex, joint injury, and obesity, contribute to the occurrence and development of OA (Guermazi et al., 2017). Current treatments for OA mainly include pharmacological interventions (paracetamol, non-steroidal anti-inflammatory drugs, corticosteroid injections) and surgical approaches (joint replacement, osteotomy, joint distraction), with the aim of relieving pain and improving the motor ability of the affected joints (Wallace et al., 2019). However, these treatments bring unsatisfactory outcomes with serious adverse events in the clinic (Hunter and Bierma-Zeinstra, 2019). Therefore, exploring novel treatments for OA is critical.

Nanofat (also known as stromal vascular fraction) is obtained from the adipose tissue of the abdomen or inner thighs with enzymatic digestion. It contains multiple types of cells, such as the adipose stromal cells, adipose-derived stem cells, pericytes, endothelial progenitors, endothelial cells, and blood cells (Cross et al., 2014). Nanofat possesses pro-regenerative and anti-inflammatory activities, and its application has shown promising results in attenuating OA progression (Mehranfar et al., 2019; Perlman et al., 2019; Garza et al., 2020). In 16 OA patients, Nanofat significantly improved the functional outcome scores (VAS, WOMAC, and ROM) and promoted articular cartilage repair at 1-year follow-up visit (Hong et al., 2019). A systematic review of 200 OA patients reported that Nanofat relieved joint pain, improved functional ratings, and increased walking distance (Shanmugasundaram et al., 2021). Further studies have shown that the cells in Nanofat could interact with the microenvironment of OA, play an anti-inflammatory role on chondrocytes, and promote cartilage regeneration (Zhang et al., 2020). Owing to the autologous nature, availability, and little adverse effect of Nanofat, much attention has been devoted to its clinical application (Xu et al., 2019). However, Nanofat has to be used fresh, due to its unsuitability for storage and very short half-life period (Gentile et al., 2021; Rohani Ivari and Mahdipour, 2021). Therefore, the requirement for fresh preparations of autologous Nanofat brings repeated damage to patients, which has limited its clinical application and resulted in low patient compliance. In order to overcome this defect of Nanofat, we have developed Nanofat lysate (NFL) by repeated freeze–thawing lysis preparation on Nanofat. During the preparation, cell membranes of Nanofat cells are ruptured and their cellular contents released. Thus, NFL may have storage stability at a low temperature.

In this study, we developed Nanofat lysate (NFL) by repeated freeze–thawing lysis preparation on Nanofat for the first time. We evaluated the anti-OA efficacy of NFL by assessing joint pain, cartilage histology in monoiodoacetate (MIA)-induced OA rat model, and chondrocyte activity and inflammation response in a cellular model of OA. To explore the mechanism of NFL, RNA-seq (RNA sequencing) with the KEGG pathway analysis was applied, and qPCR and Western blot analyses were conducted for verification. Moreover, the influence of low-temperature storage on NFL’s anti-OA effects has been evaluated. This study would provide new knowledge on the anti-OA efficacy and mechanism of NFL and develop NFL as a superior cell therapy for OA treatment.

## 2 Materials and methods

### 2.1 Chemicals and reagents

Both Iscove’s Modified Dulbecco’s Medium (IMDM) and trypsin (0.25%) were purchased from Thermo Fisher Scientific (MA, United States). Fetal bovine serum (FBS) was purchased from CellMax (Beijing, China). Phosphate-buffered saline (PBS) was purchased from BasalMedia (Shanghai, China). MIA, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium (MTT), and dimethyl sulfoxide (DMSO) were obtained from Sigma-Aldrich (Taufkirchen, Germany). Cell culture plates were purchased from Corning (NY, United States), and transwell chambers from Eppendorf (Hamburg, Germany). DNase I and TRIzol reagent were purchased from TaKaRa Biotechnology Co., Ltd. (Dalian, China). The cDNA Synthesis SuperMix kit was purchased from Biotool (TX, United States). The SYBR Green (2×) qPCR Master Mix (low ROX) kit was purchased from Bimake (TX, United States). Collagenase type I (0.2%) and collagenase type II (0.2%) were purchased from Worthington Biochemical Corp. (NJ, United States). All primary and secondary antibodies were obtained from Cell Signaling Technology Inc. (MA, United States).

### 2.2 Animal preparation

A total of 50 male Sprague-Dawley (SD) rats weighing 180–220 g were purchased from Shanghai Super B&K Laboratory Animal Co. Ltd. [Grade SPF II, SCXK (Shanghai): 2018-0006]. Therein, 10 rats were executed to acquire fat tissues from the lower abdomen, and the primary chondrocyte cells were isolated from the bilateral knee joints. The other 40 rats were housed under a controlled pathogen-free condition with 12 h day–night cycle, and fed dedicated fodder and filtered water before execution. The body weight of the rats was measured and recorded. All the experimental procedures were strictly in accordance with the Chinese legislation on the use and care of laboratory animals and approved by the Medical Norms and Ethics Committee of Zhejiang Chinese Medical University (Approval number: IACUC-20190506-14).

### 2.3 Nanofat and NFL preparation

Nanofat was obtained using a two-step centrifugation procedure consisting of collagenase I digestion, in accordance with the reported method (Tonnard et al., 2013). Briefly, after harvesting the fat tissue from the rats’ lower abdomen, the tissue was sliced into small pieces and digested with 0.2% collagenase I for 30 min at 37°C in the ThermoMixer (Eppendorf). After centrifugation at 210 × *g* for 5 min, cell pellets were obtained and resuspended in PBS, followed by filtration through a cell strainer (100 μm). The collected solution was washed using PBS thrice and concentrated to obtain Nanofat concentrates. The cell number in Nanofat was measured by a blood cell analyzer (Mindray BC-3000 plus, Shenzhen, China) and standardized to 1 × 10^6^ cells/mL. Acquired Nanofat cells were treated with freeze–thawing (−80°C to 37°C) cycles thrice, followed by centrifugation at 2,000 × *g* for 5 min to remove residual fragments. The obtained supernatant was designated as NFL and stored at −80°C before use. Sketch map of NFL production was shown in Supplementary Figure S4.

### 2.4 OA modeling and intervention

The 40 SD rats were randomly divided into four equal groups: normal control (NC) group, model group, Nanofat group, and NFL group. For the NC group, 10 rats were intra-articularly injected with 50 μL of saline in knee joints. The rats in the remaining three groups were intra-articularly injected with 50 μL MIA (30 mg/mL) per knee joint for the establishment of the OA model (Lee et al., 2018). After OA modeling for 7 days, the rats in the Nanofat group and NFL group were intra-articularly injected with 10^5^ Nanofat cells and 10^5^ Nanofat-derived NFL resuspended in 50 μL PBS, respectively, by a weekly injection for four times in all. Meanwhile, the rats in the NC group were intra-articularly injected with 50 μL PBS in both knees. Inflammation development was evaluated by measuring knee swelling. The knee diameter changes on different days were indicated by using a Vernier caliper.

### 2.5 Pain behavior assessment

The pain behavior parameters (PWL and TWL) were measured by a plantar test apparatus (Ugo Basile, Varese, Italy) with the von Frey method (Chaplan et al., 1994; Yan et al., 2018). Specifically, daily in the morning, each rat was separately placed in a 10^3^ cm individual plastic chamber for 30 min acclimatization, followed by a needling stimulation at the plantar surface of the hind paws, thrice at an interval of 5 min. The number of pressure (g) shown in the screen was recorded as PWL. For TWL measurement, a precision-focused beam of radiant heat (60°C) was irradiated to the same paw district and the withdrawal latency of the escaped paw(s) was measured by machine. TWL was tested thrice at 5 min intervals and recorded by a new examiner blinded to the groups.

### 2.6 Blood routine analysis

Blood samples were collected from the heart of the rats after anesthesia, and the blood cell analyzer was used to detect blood cell indexes (Shenzhen Mindray Medical Devices Co. Ltd.), such as those of white blood cells, monocytes, lymphocytes, and neutrophils.

### 2.7 Histopathological and immunohistochemical analysis

All rats were sacrificed after the pain behavior experiment. The knee joints from each of the rats were acquired and fixed with 5% buffered paraformaldehyde for 72 h, followed by decalcifying with 14% EDTA, lasting for a month. Each sample was then embedded in paraffin, sectioned (3 µm), and collected on microscopic slides. After staining with hematoxylin and eosin (HE) and Safranin-O (SO), the images of staining were pictured by a light microscope (Axio Scope A1, ZEISS, Germany) and analyzed with the Image-Pro Plus (IPP) 6.0 software (Media Cybernetics, MD, United States). Pathologic findings of the OA progression were evaluated by Mankin’s and OARSI scoring systems by double-blind observations (Mankin et al., 1971; Glasson et al., 2010). Anti-Col2 (Novusbio, NB600-844, 1:500) antibodies were performed on a 3-μm-thick tissue section, and the immunoreactivity was semi-quantified by using the IPP software.

### 2.8 Primary chondrocytes isolation

After the extraction of Nanofat as previously stated, both knees and hips of the rats were dissected to acquire articular cartilage tissues (Ma et al., 2021). The lucency tissues were carefully excised, washed thrice using PBS containing 100 U/mL penicillin, and placed into a new culture dish. The harvested tissues were sliced into 1 mm³ small pieces by an ophthalmic scissor and digested with 0.25% trypsin for 30 min and 0.5% collagenase II for 4 h, in a 37°C and 5% CO_2_ incubator. A 70 μm cell strainer was used after digestion to filter the isolated chondrocytes. All the operations mentioned above were carried out under sterile conditions on a super clean bench. IMDM containing 10% FBS and 100 U/mL penicillin was used to culture the cells. The cells were split into the third passage before use for the following experiments. The cultured chondrocytes from the same passage were randomly divided into three groups with different interventions as follows: NC group (treated with saline), TNF-α group (treated with 10 ng/mL TNF-α for 6 h), and TNF-α+NFL group (treated with 10 ng/mL TNF-α for 6 h followed by NFL derived from 1 × 10^5^ Nanofat for another 24 h). To explore whether the storage condition affects the efficacy of the NFL, the TNF-α+NFL group was further separated into three subgroups after −80°C preservation at three different time points (0, 8, and 12 weeks).

### 2.9 Cell viability assay

The MTT assay was used to detect the cell viability of the cultured chondrocytes. After the initial treatment of TNF-α for 24 h, rat chondrocytes were seeded in a 96-well plate (1 × 10^4^ chondrocytes/well). Anchorage-dependent cells were treated with NFL (1 × 10^3^, 4 × 10^3^, 1.6 × 10^4^, 6.4 × 10^4^, and 2.56 × 10^5^) for another 24 h and 48 h. 20 μL MTT working solution was added to each well, and the plates were further incubated at 37°C for 4 h. The optical density (OD) values were measured at 490 nm using a Bio-Rad microplate reader (Hercules, CA, United States). The proliferative rate (%) = [(treated OD − untreated OD)/untreated OD] × 100.

The cell viability of chondrocytes was determined by the CCK-8 assay at 24 and 48 h in the Supplementary Figure S2. Briefly, the chondrocytes were seeded in 96-well plates at a density of 5 × 10^3^ cells/well in 200 μL medium for 24 h, The cultured chondrocytes from the same passage were randomly divided into five groups with different interventions as follows: NC group (treated with saline), TNF-α group (treated with 10 ng/mL TNF-α for 6 h), TNF-α+NFL group, TNF-α+Exo group and TNF-α+TP group (treated with 10 ng/mL TNF-α for 6 h followed by NFL, exosome or total protein from 10^5^ Nanofat respectively, for another 24 or 48 h). Aliquots of each 20 μL CCK-8 solution were added to each well and incubated at 37°C for 2 h, until the color turned to orange. The OD value was measured at 450 nm with a microplate reader. The proliferative rate was calculated in the same way as MTT assay.

### 2.10 Wound healing assay

To perform the wound healing assay, the cultured cells were equally seeded into a 6-well plate (3 × 10^5^ chondrocytes/well). Each well was scratched in the central part in a cross form after the confluence reached 90%, followed by treatment of NFL in FBS-free IMDM. The cells were observed and imaged at four different time points (0, 24, 48, and 72 h) under an inverted microscope (Carl Zeiss, Göttingen, Germany). The wound area was calculated with the ImageJ (version: 1.8.0) software. Each experiment was conducted in triplicate.

### 2.11 Transwell migration assay

A 24-well transwell dish with 8 μm nitrocellulose pore filters was used to perform a transwell migration assay. Aliquots of 200 μL rat chondrocytes (2 × 10^5^ cells/mL) in IMDM were loaded into the upper chamber, while 600 μL α-MEM medium with Nanofat and NFL into the lower chamber for the Nanofat group and NFL group, respectively. The NC group applied only α-MEM in the lower chamber. All media used in the upper and lower chambers were serum free. After incubation for 18 h, the chondrocytes those passed through the membranes were fixed with 4% paraformaldehyde (Servicebio, Wuhan, China) and stained with 1% crystal violet dye solution (Beyotime Biotechnology, Shanghai, China). The images of each group were captured by a microscope in different areas in three independent repeated experiments.

### 2.12 qPCR analysis

The mRNA expression of the targeted genes in the chondrocytes was measured using a real-time PCR (qPCR) assay on the QuantStudio™ 7 Flex Real-Time PCR system (Thermo Fisher Scientific, United States). Total RNA was extracted with TRIzol and the quality was controlled by the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, United States). Genomic DNA was removed using the DNase I kit. cDNA reverse transcription was performed by using the All-in-One cDNA Synthesis SuperMix. The PCR reaction system was 20 μL, containing 10 μL 2× SYBR (Tli RNaseH Plus), 8.2 μL ddH_2_O, 1 μL template cDNA, 0.4 μL forward primer, 0.4 μL reverse primer, with the following reaction conditions: initial denaturation at 95°C for 5 min, 40 cycles of denaturation at 95°C for 3 s, and annealing and extension at 60°C for 30 s. *β-Actin* was used as the reference gene, and the 2^−ΔΔCT^ method was used to analyze the relative mRNA expressions. A list of primer sequences of the target genes is shown in Table 1.

**TABLE 1:** Primer sequences used for qPCR analysis.

Genes	Forward primer	Reverse primer
*β-Actin*	5′-CCC​GCG​AGT​ACA​ACC​TTC​T-3′	5′-CGT​CAT​CCA​TGG​CGA​ACT-3′
*Sox9*	5′-TCC​AGC​AAG​AAC​AAG​CCA​CA-3′	5′-CGA​AGG​GTC​TCT​TCT​CGC​TC-3′
*ACAN*	5′-GCA​GAC​ATT​GAT​GAG​TGC​CTC-3′	5′-CTC​ACA​CAG​GTC​CCC​TCT​GT-3′
*Col2*	5′-CTC​AAG​TCG​CTG​AAC​AAC​CA-3′	5′-GTC​TCC​GCT​CTT​CCA​CTC​TG-3′
*IL-1β*	5′-TGT​GGC​AGC​TAC​CTA​TGT​CT-3′	5′-GGG​AAC​ATC​ACA​CAC​TAG​CA-3′
*IL6*	5′-CCT​CTG​GTC​TTC​TGG​AGT​ACC-3′	5′-ACT​CCT​TCT​GTG​ACT​CCA​GC-3′
*Mmp1*	5′-CCA​GGT​ATT​GGA​GGG​GAT​GC-3′	5′-CCA​AGG​GAA​TGG​CCC​AGT​T-3′
*Mmp13*	5′-CTA​TGG​TCC​AGG​AGA​TGA​AGA​C-3′	5′-GTG​CAG​ACG​CCA​GAA​GAA​TCT-3′
*Adamts-5*	5′-TGG​AGT​GTG​TGG​AGG​GGA​TA-3′	5′-CGG​ACT​TTT​ATG​TGG​GTT​GC-3′
*TGF*β*R2*	5′-GTG​TTT​TCA​TCA​TGC​TGG​CT-3′	5′-CGT​GAA​GTG​GCT​GTT​GAT​CT-3′

### 2.13 RNA sequencing analysis

The extraction, quality control, and concentration of total RNA from the three groups of chondrocytes were performed as stated before (Ma et al., 2019). Each sample was prepared with three replicates. RNA purification, reverse transcription, library construction, and RNA-seq detection were conducted by BGI Corporation (Shenzhen, China) according to the manufacturer’s instructions (MGISEQ-2000). To identify the differentially expressed genes (DEGs) between two different samples, the expression level of each transcript was calculated by the fragments per kilobase of exon per million mapped reads method. The functional enrichment analysis was based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, and the enriched DEGs at *p*-value < 0.05 among the three groups (NC *vs*. TNF-α and TNF-α *vs*. TNF-α+NFL) were used for the pathway analysis.

### 2.14 Western blot analysis

Total protein of the chondrocytes in 10 cm plates was extracted with lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton, and 0.1% SDS) containing proteinase inhibitor cocktail (Bimake, Houston, TX, United States) on ice for half an hour. The targeted protein was separated with 10% denaturing sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred onto a nitrocellulose membrane (Corning Costar, NY, United States). After blocking with 5% BSA at 4°C for 2 h, the membrane was incubated with the targeted primary antibodies (anti-β-actin, anti-Mmp3, anti-Mmp13, anti-Col2, anti-Smad2, anti-phospho-Smad2, anti-Smad2/3, anti-phospho-Smad2/3, and anti-TGFβR2, 1:1,000 dilution) overnight at 4°C. After washing with TBST thrice, the membranes were incubated with horseradish peroxidase (HRP)–conjugated anti-mouse/anti-rabbit secondary antibodies at 4°C for 2 h. All protein bands were detected by the ECL kit (Biosharp, Beijing, China) and visualized by the GE ImageQuant LAS 4000 System (Bio-Rad, Hercules, CA, United States). β-Actin was used as the internal normalization control. The results were analyzed with the ImageJ software (version: 1.8.0).

### 2.15 Statistical analysis

Data are presented as mean ± standard deviation (SD). The data from different groups were intercompared using one-way ANOVA followed by the Fisher’s least significant difference (LSD) method, and the SPSS (version: 22.0) software was used to process the data. * and ^#^ indicate a significant difference of *p* < 0.05, ** and ^##^ indicate a very significant difference of *p* < 0.01, and *** indicates an extremely significant difference of *p* < 0.001.

## 3 Results

### 3.1 Anti-OA efficacy of NFL in rats

To evaluate the *in vivo* efficacy of NFL, an OA rat model was established and treated with intra-articular injection of NFL (Figure 1A). As shown in Figure 1B, PWL and TWL are significantly decreased with OA modeling (each *p* < 0.05 *vs*. NC) and significantly increased by NFL and Nanofat (each *p* < 0.05 *vs*. Model). As shown in Figure 1C, a rough cartilage surface, hypertrophy and apoptosis of the chondrocytes, and a decrease of cartilage thickness are observed in the OA rat joints, while the surface smoothness of the cartilage, number and phenotype of the chondrocytes, and the cartilage thickness are significantly improved by NFL and Nanofat treatments. As shown in Figure 1D, the Mankin′s and OARSI scores demonstrate that NFL and Nanofat have significantly reversed the OA modeling–induced abnormal histopathological scores (each *p* < 0.05 *vs*. Model). In addition, Col2 immunohistochemical staining shows that the Col2 expression (positive area) are significantly decreased in the model (*p* < 0.05 *vs*. NC) but are significantly reversed by the treatments (each *p* < 0.05 *vs*. Model). The above effects of NFL and Nanofat do not differ from each other. The results indicate that intra-articular injections of NFL and Nanofat exerted comparable and substantial anti-OA efficacy *in vivo*.

**FIGURE 1:**
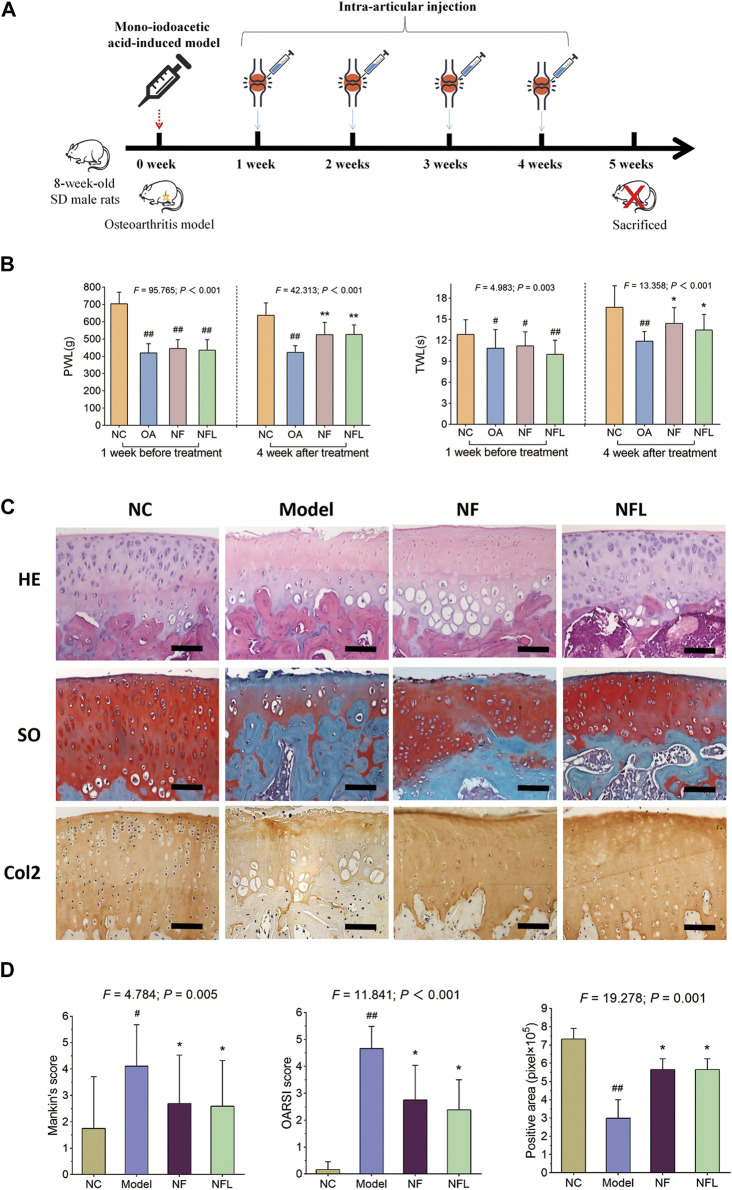
Study design of the animal experiment **(A)**; pain behavior assessment (TWL and PWL) before and after treatment **(B)**; histopathological observation on cartilage by HE and SO staining and immunohistochemical observation of Col2 expression **(C)**; Quantification of Mankin’s and OARSI scores, and positive area of Col2 expression **(D)**. Values are shown as mean ± SD. ^#^ *p* < 0.05 or ^##^ *p* < 0.01 *vs*. NC group; ^*^ *p* < 0.05 or ^**^ *p* < 0.01 *vs*. Model group. NF, Nanofat. Scale bar = 100 μm.

### 3.2 Proliferative effect of NFL on chondrocytes

Unlike Nanofat, which has a cellular morphology, NFL is a clear and transparent fluid. The isolated chondrocytes were polygonal, with abundant and uniform cytoplasm, large and round nuclei, and interconnected with each other in a cobblestone-like structure. The proliferative effect of NFL on the chondrocytes was evaluated by the MTT assay. As shown in Figure 2, the cell viability of chondrocytes is significantly decreased with TNF-α treatment at 24 and 48 h (*p* < 0.01 *vs*. NC), while the decrease is reversed by NFL derived from 1 × 10^3^ to 2.56 × 10^5^ Nanofat cells. The proliferative rate of the chondrocytes is significantly increased from −7.12% ± 1.57% to 19.28% ± 3.53% after the 24-h treatment (Figure 2A, *p* < 0.05 or *p* < 0.01 *vs*. TNF-α group) and from −6.45% ± 3.18% to 23.38% ± 1.17% after the 48-h treatment (Figure 2B, *p* < 0.05 or *p* < 0.01 *vs*. TNF-α group) in a dose-dependent manner.

**FIGURE 2:**
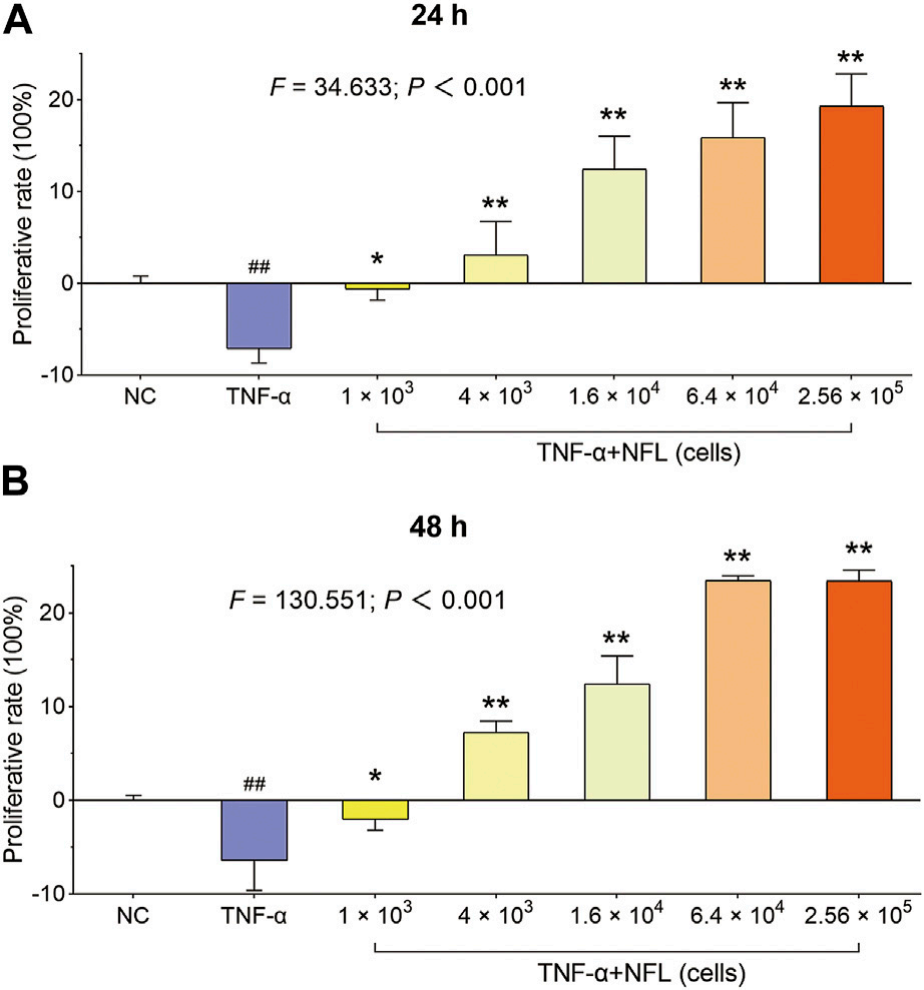
The cell viability of chondrocytes after NFL treatment. **(A)** Proliferative rate of chondrocytes at 24 h; **(B)** Proliferative rate of chondrocytes at 48 h. Values are shown as mean ± SD. ^##^ *p* < 0.01 *vs*. NC group; *p < 0.05 or **p < 0.01 *vs*. TNF-α group. Scale bar = 200 μm.

### 3.3 Effects of NFL on wound healing and migration of chondrocytes

Wound healing and transwell assays were conducted to evaluate the migration of chondrocytes with NFL treatment. As shown in Figure 3A, the blank area ratio is significantly increased after adding TNF-α (*p* < 0.01 *vs*. NC) and significantly decreased after NFL treatment at 24, 48, and 72 h (each *p* < 0.01 *vs*. TNF-α group). As shown in Figure 3B, the migrated number of chondrocytes to the bottom of chamber is significantly decreased after adding TNF-α (*p* < 0.01 *vs*. NC) and significantly increased after NFL treatment (each *p* < 0.01 *vs*. TNF-α group). Moreover, no significant difference is found between NFL and Nanofat in the result of the transwell assay.

**FIGURE 3:**
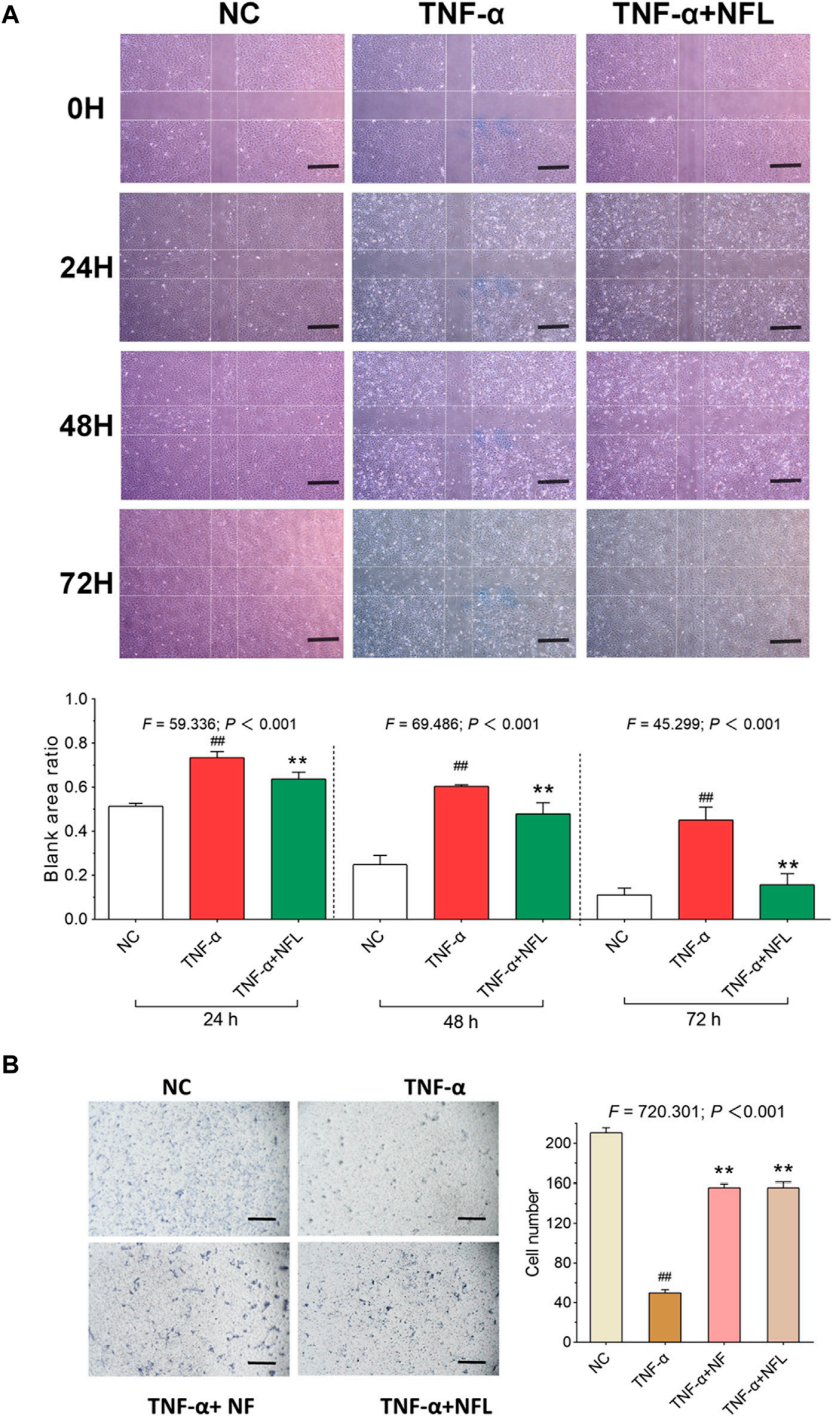
Wound healing and cell migration assays on chondrocytes with NFL treatment. **(A)** Wounding healing assay of chondrocytes with NFL treatment at 24, 48, and 72 h, and wound healing rate represented as the ratio of the scratched wound area at 24, 48, and 72 h treatment to the area without treatment (0 h). **(B)** Transwell assay of chondrocytes with NF and NFL intervention. Values are shown as mean ± SD. ^##^ *p* < 0.01 *vs*. NC group; **p < 0.01 *vs*. TNF-α group. NF, Nanofat. Scale bar = 200 μm.

### 3.4 Molecular actions of NFL on mRNA expressions of chondrocytes

The qPCR assay was applied to evaluate the relative mRNA expressions of the genes related to OA pathology and inflammation in chondrocytes. As shown in Figure 4A, the mRNA expressions of *Sox9*, *Col2*, and *ACAN* are significantly downregulated while those of *IL6* and *Mmp13* are significantly upregulated by TNF-α in the model group (each *p* < 0.01 *vs*. NC). These pathological alterations are significantly reversed by NFL after the 48-h treatment (each *p* < 0.01 *vs*. TNF-α group). To evaluate the storage influence on NFL, inflammation-related genes *Mmp13*, *Mmp1*, *Adamts-5*, and *IL-1β* have been assessed after stored NFL (sNFL) treatment at three storage time points (0, 8 and 12 weeks). As shown in Figure 4B, sNFL stored for 12 weeks has significantly decreased the mRNA expression of *Mmp13*, *Mmp1*, *Adamts-5*, and *IL-1β* (each *p* < 0.01 *vs*. TNF-α group) as fresh NFL without storage.

**FIGURE 4:**
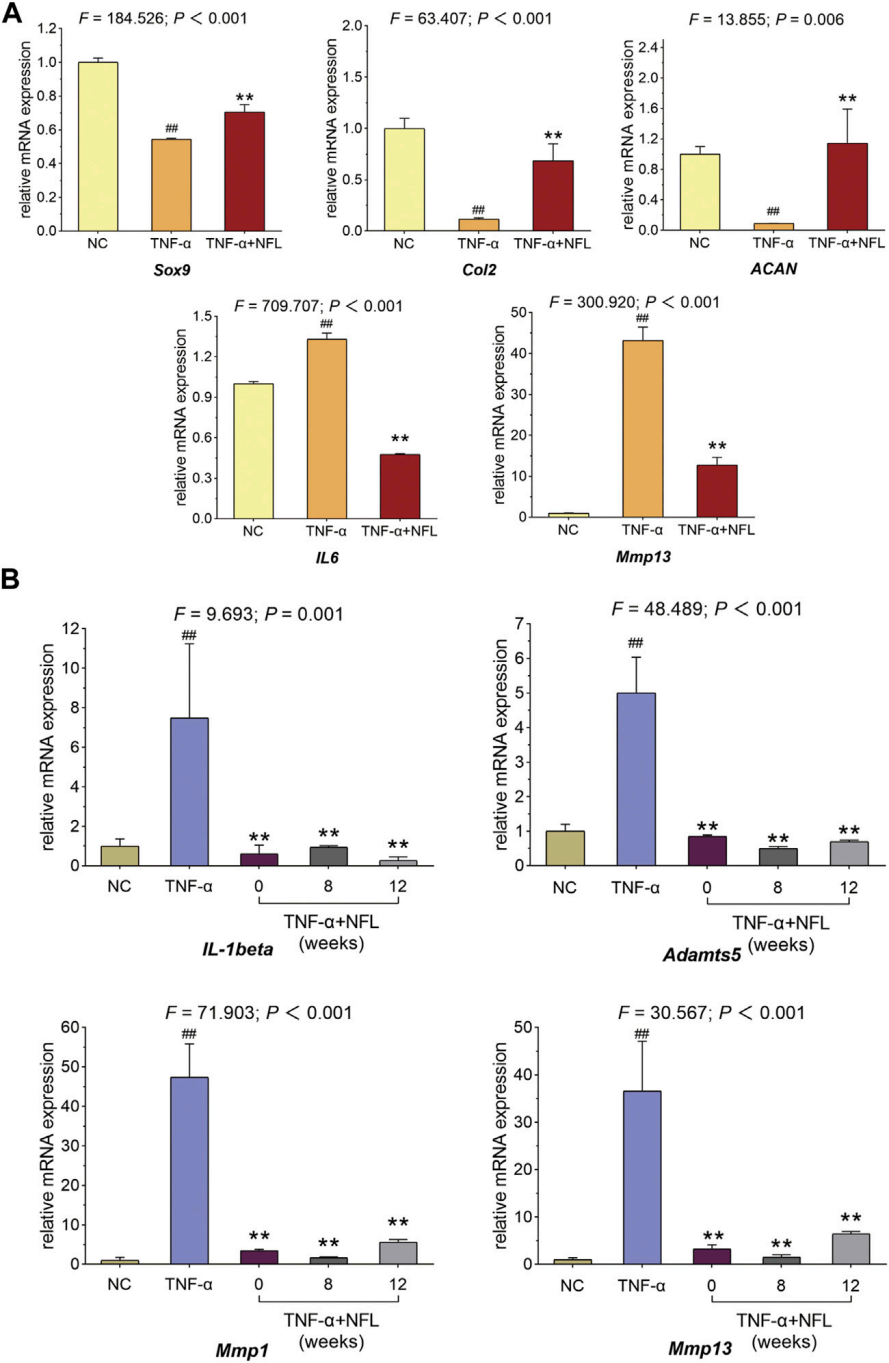
qPCR assay on chondrocytes with NFL and sNFL treatments. **(A)** Relative mRNA expressions of selected genes in chondrocytes with NFL treatment. **(B)** Relative mRNA expressions of selected genes in chondrocytes with NFL and sNFL treatments. Values are shown as mean ± SD. ^##^ *p* < 0.01 *vs*. NC group; **p < 0.01 *vs*. TNF-α group.

### 3.5 RNA-seq with KEGG pathway analysis

The RNA-seq method based on transcriptome analysis was applied to investigate the molecular alterations in chondrocytes among the NC, TNF-α, and TNF-α+NFL groups. 

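RNA-seq counts the RNA fragments of each gene in a sample. The 6 libraries analysed here came from rat chondrocytes: 3 of the TNF-α group, treated with 10 ng/mL TNF-α for 6 h, and 3 of the TNF-α+NFL group, treated with 10 ng/mL TNF-α for 6 h and then for another 24 h with NFL, the freeze–thaw lysate of 100000 Nanofat cells. The NC group was not analysed here. The sample labels give a time of 6 h for the TNF-α group and 30 h for the TNF-α+NFL group. If these are times of harvest, the groups differed in harvest time as well as in NFL. The authors deposited an estimated count, an FPKM and a TPM value for each of 18420 genes in each library. The estimated counts summed to 19344893, 19659797 and 19725135 in replicates 1, 2 and 3 of the TNF-α group, and to 19525873, 19551546 and 19648784 in those of the TNF-α+NFL group. Between 27.3% and 27.96% of the genes in a library had a fractional estimated count, so the counts were rounded before testing. The 13250 genes that passed edgeR's filter on low counts were normalized by the TMM method and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every direction follows the group names in the deposited labels. In Table S1, the difference between the log2 column headed T / N and that headed M / N ran opposite to the log2 fold change from the deposited labels, with a Pearson correlation of -0.999 across the 3291 genes found in both columns and tested. Genes are not independent replicates. The copy of Table S1 used here is shortened. It lists 1995 genes as upregulated by TNF-α, where the paper's text gives 2833, so these numbers cannot be compared.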

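In the libraries labelled TNF-α+NFL, 54 genes were higher and 27 were lower than in those labelled TNF-α at an adjusted p under 0.05 from edgeR's quasi-likelihood test. An unadjusted p under 0.05 was found for 1472 genes, where 662.5 of the 13250 tested would fall by chance. Splits of the samples into 3 and 3 that mix the treatments gave from 210 to 1269 such genes. The changes were small, with a median log2 fold change of 0.30 among the higher genes and -0.25 among the lower genes. Only 1 of the 81 genes changed by at least 2-fold. It was LOC100364457, a transcribed pseudogene with a fractional estimated count in each TNF-α library and 0 in each TNF-α+NFL library. The largest change among the others was 1.68-fold. In each of the 81 genes, the 3 replicates of one group all lay above the 3 of the other. Such a separation was found for 16.8% of all tested genes, and chance gives 10%. Without TNF-α replicate 1, the numbers rose to 460 higher and 470 lower genes, and without TNF-α+NFL replicate 1 they fell to 5 and 0. When changes of 0.3 on the log2 scale were simulated in 200 genes with each gene's own spread, 11.7% of the genes called at this threshold were unchanged ones.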

The statistical analysis revealed a total of 2,833 upregulated genes and 2,994 downregulated genes between the NC and TNF-α groups (*p* < 0.05, Figure 5A), and 49 upregulated genes and 79 downregulated genes between the TNF-α and TNF-α+NFL groups (*p* < 0.05, Figure 5B). The details of DEGs are shown in supplementary Table 1. 

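The smallest adjusted p among the genes higher in the libraries labelled TNF-α+NFL was that of Tgfb3 (Entrez gene 25717), which encodes a TGF-β ligand. Its normalized count (CPM) was 512 ± 17.5 (SD, n = 3) in the TNF-α group and 709 ± 10.6 (SD, n = 3) in the TNF-α+NFL group, a log2 fold change of 0.47 (standard error 0.038, adjusted p = 0.00020 from edgeR's quasi-likelihood test). Akap12, Tnc, Cald1 and Myl9 came next among the genes with no overlap between the groups, with log2 fold changes of 0.44, 0.40, 0.32 and 0.33. Among the lower genes, the smallest adjusted p was that of Sfrp2 (Entrez gene 310552), at a CPM of 41.5 ± 0.812 (SD, n = 3) in the TNF-α group and 30.4 ± 1.60 (SD, n = 3) in the TNF-α+NFL group. Its log2 fold change was -0.45 (standard error 0.055, adjusted p = 0.0043 from the same test). Mif, Cd83, Serpine2 and Plau followed, with log2 fold changes of -0.31, -0.49, -0.26 and -0.33. Tgfb3, Akap12 and Tnc stayed past an adjusted p of 0.05 in each of the 6 fits that left out 1 sample, whereas Cald1, Sfrp2 and Cd83 did so in 5 and Myl9, Mif, Serpine2 and Plau in 4. The exact permutation p of each of these genes was 0.10, the smallest that 3 samples against 3 allow (two-sided). In Table S1, the log2 value of Tgfb3 in the paper's T / N column is -3.00 and that in its M / N column is -2.52.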

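Gene lists were compared in 2 ways. Fisher's exact test (two-sided) asked whether members of a list were more frequent among the changed genes than among all tested genes, and camera, with an inter-gene correlation of 0.01, asked whether the members of a list moved together relative to all other genes. The lists were written from general knowledge before the data were examined, since the KEGG gene lists were not used here. The TGF-β signaling list had 97 symbols, of which 80 genes were tested.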

The significantly upregulated and downregulated genes were functionally analyzed using the KEGG database. The significantly relevant pathways annotated by the KEGG pathway analysis are shown in Figures 5C, D. Of these, the TGF-β signaling pathway was inhibited by TNF-α and activated by NFL, which was screened out as the mediator for NFL’s mechanism.

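Of the 80 tested genes of the TGF-β signaling list, 3 were among the 81 changed genes, where 0.489 would be expected (Fisher's exact test, two-sided, odds ratio 6.54, 95% confidence interval 1.29 to 20.5, p = 0.013, and 0.041 adjusted over the 16 lists). By direction it was not past 0.05 after adjustment: 2 members were among the higher genes (95% confidence interval of the odds ratio 0.750 to 25.3, adjusted p = 0.17) and 1 was among the lower genes (adjusted p = 0.60). Fisher's p was under 0.05 in 2 of the 6 fits that left out 1 sample, and ran from 0.0011 without TNF-α replicate 1 to 0.22 without TNF-α replicate 3. Tgfb3 and Tgfb2 were higher in the libraries labelled TNF-α+NFL and Id1 was lower. Tgfb2 and Id1 were past an adjusted p of 0.05 only without TNF-α replicate 1 among those 6 fits. Adjusted over the list alone, 9 genes passed 0.05. As a whole the list moved little, with 46 members higher and 34 lower. Its median log2 fold change was 0.012, against -0.0035 for all genes. The adjusted p from camera, over the 16 lists, was 0.030. With 1 sample left out, this adjusted p was under 0.05 in 2 of the 6 fits, at 0.027 without TNF-α replicate 1 and without TNF-α+NFL replicate 3, and reached 0.24 without TNF-α+NFL replicate 2, where the median was 0.0073. With the correlation between the genes estimated from the data the camera p was 0.17 without adjustment and 0.27 adjusted over the 16 lists. The p from fry, a rotation test, was 0.094 without adjustment and 0.16 adjusted. Tgfb2 was at a CPM of 254 ± 2.38 (SD, n = 3) in the TNF-α group and 298 ± 7.93 (SD, n = 3) in the TNF-α+NFL group (log2 fold change 0.23, standard error 0.037, adjusted p = 0.017 from edgeR's quasi-likelihood test). Id1 was at a CPM of 52.4 ± 1.13 (SD, n = 3) and 43.2 ± 1.77 (SD, n = 3), in the same order (log2 fold change -0.28, standard error 0.049, adjusted p = 0.023 from the same test). From the KEGG analysis of the changed genes, the paper states that the TGF-β signaling pathway was inhibited by TNF-α and activated by NFL, and takes it as the mediator for further testing.

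**Figure D1:**
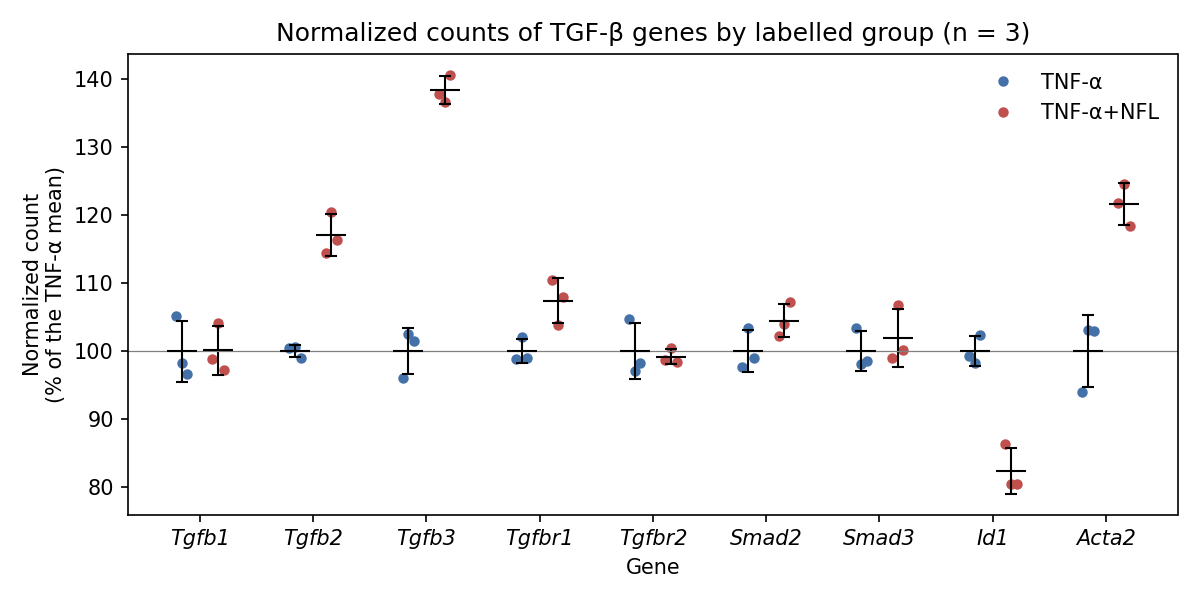
Normalized counts of 9 genes of TGF-β signaling and response (horizontal axis) as a percentage of each gene's mean in the TNF-α group (vertical axis, which does not start at 0), with 3 replicates per labelled group as points and the mean ± SD in black. Tgfb3 averaged 138% in the TNF-α+NFL group, Tgfbr2 99.2% and Id1 82.4%.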

**FIGURE 5:**
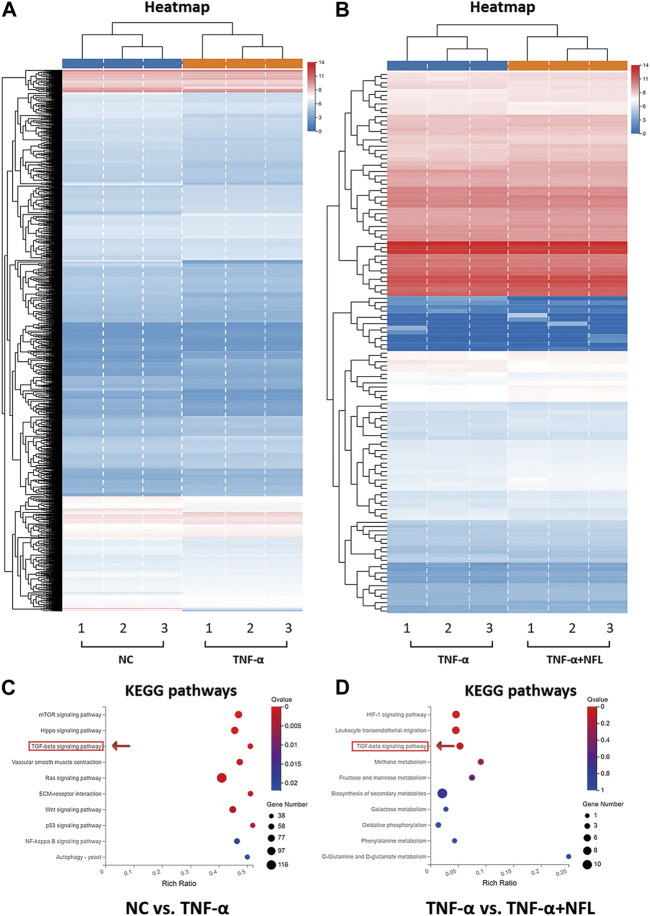
RNA-seq analysis of chondrocytes treated by NFL. **(A)** Heatmap of DEGs between NC and TNF-α groups; **(B)** Heatmap of DEGs between TNF-α and TNF-α+NFL groups. Red rectangles represent upregulation, and blue rectangles represent downregulation. Each column of the same group indicates an independent biological replicate (*n* = 3); **(C)** KEGG analysis of DEGs between NC and TNF-α groups; **(D)** KEGG analysis of DEGs between TNF-α and TNF-α+NFL groups. The color key from blue to red represents the *q* value from high to low and the size of the bubble indicates the gene number.

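The 6 libraries were close to each other. Across the tested genes, the Pearson correlation of the log2 normalized counts lay between 0.986 and 0.989 for the 3 pairs of TNF-α replicates, between 0.991 and 0.992 for the 3 pairs of TNF-α+NFL replicates and between 0.988 and 0.990 for the 9 pairs between groups. Genes are not independent replicates. Within the groups, the variance of the counts between replicates was 2.70 to 13.8 times what counting noise alone gives, so no pair looked like a single library deposited again. The first principal component held 26.1% of the variance and set TNF-α replicate 1 apart from TNF-α replicate 3, with the TNF-α+NFL replicates between them. The second held 22.9%, and on it every TNF-α library scored below every TNF-α+NFL library. The gap was narrow, from 3.46 in TNF-α replicate 2 to 5.83 in TNF-α+NFL replicate 2.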

### 3.6 Verification of TGF-β–Smad2/3 signaling–mediated mechanism of NFL

According to the RNA-seq result, the TGF-β signaling pathway was picked for verification. 

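The RNA of the receptor gene Tgfbr2 (Entrez gene 81810) was at a CPM of 366 ± 15.02 (SD, n = 3) in the TNF-α group and 363 ± 3.87 (SD, n = 3) in the TNF-α+NFL group. The log2 fold change was -0.012 (standard error 0.040, adjusted p = 0.95 from edgeR's quasi-likelihood test), and the replicates of the groups overlapped (exact permutation test, two-sided, p = 1). Each library held between 7023 and 7325 counts of this gene. Without TNF-α replicate 1 the log2 fold change was 0.023. Tgfbr1, which encodes ALK5, had a log2 fold change of 0.10 (standard error 0.046, adjusted p = 0.43), Smad2 of 0.063 (standard error 0.047, adjusted p = 0.69), Smad3 of 0.028 (standard error 0.044, adjusted p = 0.89) and Tgfb1 of 0.0014 (standard error 0.044, adjusted p = 1.00). None of these 5 genes passed 0.05 adjusted over the list alone, the list being the 15 genes that the paper names. The direction of Smad3 changed without TNF-α+NFL replicate 2, at -0.0064, and that of Tgfb1 in 3 of the 6 fits that left out 1 sample, at -0.028 without TNF-α+NFL replicate 2. RNA-seq does not measure the phosphorylation of Smad2 or Smad3.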

As shown in Figure 6A, TNF-α has significantly decreased the mRNA expression of *TGFβR2* (*p* < 0.01 *vs*. NC), while NFL has significantly reversed the altered expression (*p* < 0.01 *vs*. TNF-α group). As shown in Figures 6C–K, TNF-α has significantly downregulated the protein expression of TGFβR2, phospho-Smad2, phospho-Smad2/3, and Col2 (*p* < 0.05 of *p* < 0.01 *vs*. NC), while NFL has significantly upregulated the protein expression of Mmp13 and Mmp3 (*p* < 0.01 *vs*. NC). The results have confirmed that the TGF-β–Smad2/3 signaling pathway mediates the effects of NFL on the chondrocytes as we predicted (Figure 6B).

**FIGURE 6:**
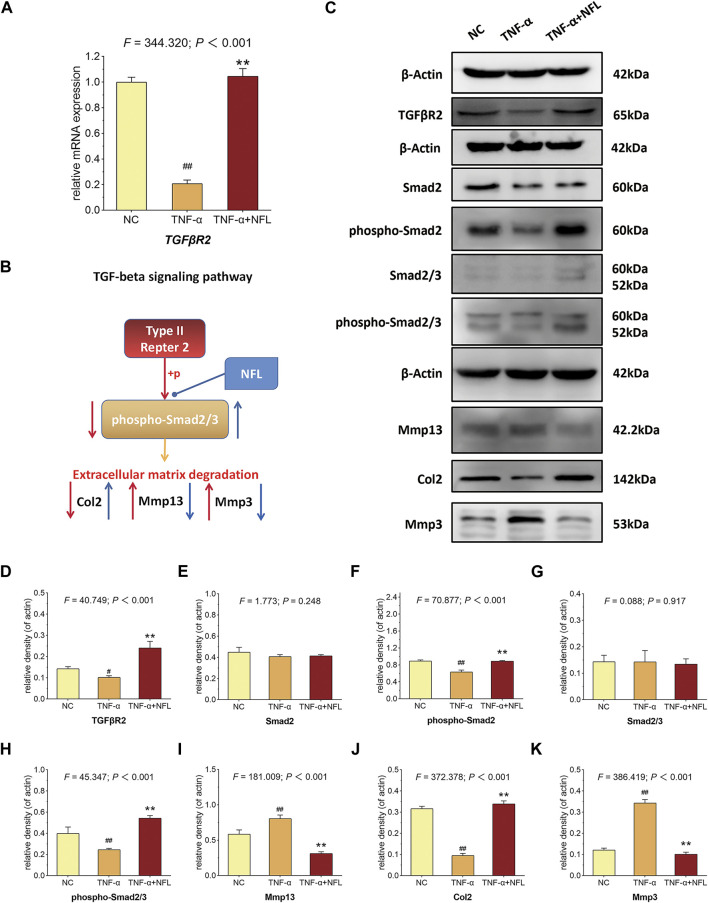
qPCR verification and Western blot analysis of chondrocytes in TGF-β–Smad2/3 signaling pathway. **(A)** The relative mRNA expression of *TGFβR2* was tested to verify the RNA-seq result; **(B)** deduction of TGF-β–Smad2/3 signaling–mediated mechanism; **(C)** Western blot assay of indicated proteins and the statistical analysis of relative density for **(D)** TGFβR2, **(E)** Smad2, **(F)** phospho-Smad2, **(G)** Smad2/3, **(H)** phospho-Smad2/3, **(I)** Mmp13, **(J)** Col2 and **(K)** Mmp3. ^#^ *p* < 0.05 or ^##^ *p* < 0.01 *vs*. NC group; **p < 0.01 *vs*. TNF-α group.

## 4 Discussion

Nanofat is always used in an autologous manner, which avoids the ethical concerns about the *ex vivo* cell expansion and can be directly applied at the bedside. Thus, Nanofat is more feasible and applicable for clinical application than living cell–based therapies (e.g., stem cell therapy). Recently, clinical studies have demonstrated the therapeutic value of Nanofat in OA treatment, and a single intra-articular injection of Nanofat could significantly improve joint pain and function of OA patients and provide an alternative to surgical interventions (Vinet-Jones and Darr, 2020; Bolia et al., 2021). The adipose-derived stem cells, endothelial progenitor cells, macrophages, fibroblasts, pericytes, and stromal cells are cell components contained by Nanofat, which excrete various cytokines, chemokines, and growth factors to play paracrine roles in tissue regeneration (Dicker et al., 2005). Epithelial–mesenchymal transition (EMT) is a process in which epithelial cells transform into mesenchymal cells, which is involved in embryogenesis, wound healing, and malignant progression of tumors. The role of macrophages in inducing EMT *via* secretion of a distinct cohort of cytokines and chemokines has been extensively studied. Tumor-associated macrophages (TAMs) secrete TGFβ, which acts in a paracrine fashion, much like the TGFβ secreted by CAFs, to induce EMT in breast, hepatocellular, and F9 teratocarcinoma cells. In addition, within lung cancer cells, IL-6 secreted by TAMs activates the cyclooxygenase 2 (COX2), prostaglandin E2 (PGE2), and β-catenin signaling pathways, which activate EMT and cell invasion. However, the cells in Nanofat have a short half-life period and cannot be easily stored for a long time (Xu et al., 2019). Therefore, the autologous application of Nanofat is clinically limited, since Nanofat has to be used fresh and the repeated injections in one course of Nanofat treatment means repeated damage to patients by adipose sampling. To address this issue, we developed NFL on the basis of the paracrine action of Nanofat. After freeze–thawing lysis, the excreted cytokines, chemokines, and growth factors as well as intracellular bioactive substances of Nanofat cells were extracted and collected, which could be easily stored in a low temperature refrigerator or liquid nitrogen. Moreover, the quality control of NFL, which doesn’t contain any living cells, would be more convenient and efficient. In this study, we developed Nanofat lysate (NFL) by repeated freeze–thawing lysis preparation on Nanofat for the first time. We compared the anti-OA efficacy between NFL and Nanofat and demonstrated that NFL exerted similar effects to Nanofat on joint pain and cartilage degradation (Figure 1), without obvious side effects on animals (Supplementary Figures S1A, B). Furthermore, we discovered that NFL exerted chondroprotective effects of improving cell viability, wound healing, cell migration, and anabolism/catabolism balance of chondrocytes to resist inflammatory stress (Figures 2–4). TGF-β inhibited chondrocyte hypertrophy and antagonized the activity of inflammatory factors by activating ALK5 to mediate the phosphorylation of Smad2/3, which was stimulated by NFL in the chondrocytes (Supplementary Figures S3A, B). The underlying mechanism of NFL was then clarified to be due to the reactivation of the TGF-β–Smad2/3 signaling pathway (Figures 5, 6). NFL composition is complicated and contains exosomes, proteins and some other substances. We tried to figure out the effective components of NFL. The NFL was centrifuged at ultra-high speed to separate the exosomes (Exo) from the rest of the fraction, which was so called total protein (TP) in this study. Results from CCK-8 and Western blot analysis showed that Exo and TP were as effective as NFL in stimulating cell proliferation and TGF-β-Smad2/3 signaling (Supplementary Figures S2, S3), indicating that components in NFL may have synergistic chondro-protective effect. When we stored NFL at −80°C for 12 weeks, the effects of the stored NFL on anabolism/catabolism balance of chondrocytes did not significantly differ from that of fresh NFL (Figure 4), indicating to the long-term storability of NFL and a possibility for repeated use with only one sampling. When compared with the NC group, the whole-blood lymphocyte count increased after intra-articular Nanofat injection, indicating inflammation or infection, while NFL injection did not increase the lymphocyte count (Supplementary Figure S1). NFL and Nanofat were homologous biomaterials derived from the adipose tissue. Our previous study has demonstrated the anti-OA efficacy of Nanofat and its paracrine mode of action (Chen et al., 2021).

The TGF-β/Smad signaling pathway has been reported to play critical roles in OA occurrence and development (Shen et al., 2014). This pathway indispensably participates in all stages of chondrocyte proliferation, chondrogenesis, and extracellular matrix deposition (Tuli et al., 2003; Song et al., 2007). 

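Genes that TGF-β induces or represses were compared as a second list, of 37 tested genes. Their median log2 fold change between the labelled groups was 0.060, with 25 higher and 12 lower in the libraries labelled TNF-α+NFL (camera adjusted p = 2.9e-05 over the 16 lists). The adjusted p was 0.12 with fry and 0.25 with the correlation estimated from the data. These tests did not use the direction expected of each gene. A higher median of such a list therefore does not by itself show a TGF-β response. By Fisher's exact test (two-sided), the list was over-represented among the changed genes, with an odds ratio of 14.8 (95% confidence interval 2.86 to 48.8, adjusted p = 0.0079). Acta2 and Itga11 were among the members past an adjusted p of 0.05 over all genes, and 14 members passed when adjusted over the list alone. Itga11 was past it in 1 of the 6 fits that left out 1 sample. Acta2, which encodes smooth muscle actin, was at a CPM of 2090.1 ± 109 (SD, n = 3) in the TNF-α group and 2542 ± 64.2 (SD, n = 3) in the TNF-α+NFL group, a log2 fold change of 0.28 (standard error 0.043, adjusted p = 0.010 from edgeR's quasi-likelihood test). Of the fits that left out 1 sample, 2 of 6 kept it past 0.05.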

Our RNA-seq and molecular experimental data have confirmed that the TGF-β/Smad signaling pathway was downregulated during the process of OA and upregulated with NFL treatment, in which Smad2/3 played the key role. The finding is to some extent in line with previous reports on the role played by the TGF-β signaling pathway in the process of OA (Roman-Blas et al., 2007). Smad2/3 are the core inhibitory mediators of the TGF-β pathway participating in the process of chondrocyte terminal differentiation, and the differentiated chondrocytes eventually become hypertrophic with disruption of anabolic/catabolic balance, e.g., overexpression of Mmp13 and low expression of Col2 (van der Kraan et al., 2009). We have revealed that NFL significantly increased the low expressions of anabolic molecules (Col2, Aggrecan, Sox9) and suppressed the overexpression of catabolic molecules (Mmp13, Mmp3, Mmp1, Adamts-5, IL-1β, and IL-6) with the activation of TGFβR2 and phosphorylation of Smad2/3, indicating that NFL attenuated the inflammatory progression of OA by reactivating the TGF-β signaling pathway through phosphorylation of Smad2/3.

The main innovation points of this study include 1) the development of NFL by freeze–thawing lysis of Nanofat for OA treatment; 2) the determination of a similar anti-OA efficacy between NFL and Nanofat; 3) the determination of the long-term storability of NFL without the loss of therapeutic potential on OA; and 4) the clarification of TGF-β–Smad2/3 signaling pathway–mediated mechanism of NFL. Nevertheless, there are several limitations to this study: 1) the therapeutic material basis (e.g., cytokines, chemokines, and growth factors) of NFL was unrevealed; 2) the evaluation of long-term stored NFL was only regarding anabolic/catabolic balance at the molecular level, which is not sufficient; and 3) the RNA-seq data showed many relevant signaling pathways but only the TGF-β signaling pathway was verified. 

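Lists of other pathways were compared between the labelled groups by the same tests. By Fisher's exact test (two-sided), 5 of the 16 lists were over-represented among the changed genes at an adjusted p under 0.05, and the TGF-β signaling list had the smallest odds ratio of these. The odds ratio was 24.6 for HIF-1 and glycolysis (adjusted p = 6.7e-05), 18.5 for cartilage catabolism (adjusted p = 0.026) and 14.4 for leukocyte transendothelial migration (adjusted p = 0.00037). The HIF-1 and glycolysis list, of 40 tested genes, had a median log2 fold change of -0.11, with 32 members lower (camera adjusted p = 1.5e-09, fry adjusted p = 0.027). The members lower at an adjusted p under 0.05 were Tpi1, Pgk1, Eno1 and Gpi, with log2 fold changes from -0.19 to -0.18, and each was past it in 1 of the 6 fits that left out 1 sample, that without TNF-α replicate 1. The leukocyte transendothelial migration list, of 65 tested genes, had a median of 0.021 (camera adjusted p = 0.00058, fry adjusted p = 0.025), with Itgb1, Myl9, Arhgap5, Rock2 and Vcl higher in the libraries labelled TNF-α+NFL. Of these, Itgb1, Arhgap5 and Vcl were past an adjusted p of 0.05 in 1 of the 6 fits and Rock2 in 3. The list of TNF and NF-κB targets, of 42 tested genes, had a median of -0.070, with 32 members lower (camera adjusted p = 2.3e-05, fry adjusted p = 0.025). With the correlation estimated from the data, 0 of the 16 lists passed an adjusted p of 0.05.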

Further studies are required to address the above issues and complement the knowledge of NFL for its clinical application.

## 5 Conclusion

This study developed NFL from Nanofat and demonstrated its therapeutic efficacy of relieving joint pain and cartilage degradation against OA in rats as well as chondroprotective activity of improving cell viability, wound healing, cell migration, and the anabolism/catabolism balance against inflammatory stress in chondrocytes. The TGF-β–Smad2/3 signaling pathway was found to mediate such a mechanism of NFL. The anti-OA efficacy of NFL was similar to that of Nanofat, and the stored NFL at −80°C for 12 weeks still exerted similar effects as fresh NFL, indicating the storable NFL as a better substitute of Nanofat for clinical applications. This is the first report of NFL that provides substantial evidence of the anti-OA efficacy and mechanism and storable advantage of NFL, making it a promising remedy option for OA therapy in the clinic.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Material. The RNA-seq dataset presented in this study can be found in online repository, and the name of the repository and accession number can be found below: https://www.ncbi.nlm.nih.gov/geo; GSE200058. Further inquiries can be directed to the corresponding authors.

How the deposited data were processed for this re-analysis (not part of the article)

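Rat chondrocytes of the TNF-α group (10 ng/mL for 6 h, n = 3) and the TNF-α+NFL group (the same, then NFL for 24 h, n = 3) were compared. The NC group was not analysed here. The authors deposited estimated counts per gene, which need not be whole and are not normalized. The authors also deposited FPKM values, which are scaled to transcript length and to the number of mapped reads, and TPM values, which are scaled to transcript length and to the same sum in each library. The paper states that FPKM was used for the expression level of each transcript. The text of the paper does not name the aligner, the counting tool, the genome build, the annotation or the test for changed genes, so no coordinates are given. Genes were followed by the Entrez identifier in the deposited table, and 17068 of the 18420 identifiers matched the RefSeq gene table of GRCr8, which was used only for names and older symbols. Genes that share reads with a near-identical copy are uncertain, since the estimate splits reads between copies.

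The estimated counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, robust quasi-likelihood fit, two-sided, Benjamini-Hochberg adjustment over the 13250 genes tested). Standard errors of log2 fold changes were derived from the fold change and its F statistic. Gene lists were tested with camera (inter-gene correlation 0.01), fry and Fisher's exact test, in limma 3.58.1 and R, and DESeq2 1.42.0 was an alternative. Single genes were also given an exact permutation test, whose smallest two-sided p is 0.10. The TPM values were checked only for their sums, and the FPKM values gave the transcript lengths and 1 alternative test. Each library held between 19344893 and 19725135 estimated counts, and the biological coefficient of variation over the tested genes was 6.39%. A gene at 3 counts or fewer was taken as being at the floor.

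The genes named are those the paper names in its text, tables or figures, the 5 genes with the smallest adjusted p in each direction whose replicates did not overlap, and members of the discussed lists past an adjusted p of 0.05. This rule, the gene lists and most alternatives were fixed before the data were examined. The 16 lists were TGF-β signaling, TGF-β response, HIF-1 and glycolysis, leukocyte transendothelial migration, TNF and NF-κB targets, interferon response, cartilage matrix, cartilage catabolism, oxidative phosphorylation, cell cycle, cholesterol biosynthesis, ribosomal proteins, adipocyte, macrophage, blood and endothelium. They were written from general knowledge and are not the KEGG lists.

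The test was checked on simulated counts drawn from the means and library sizes of these libraries, with 200 genes changed in each of 10 draws. Where the spread of the genes followed edgeR's trend, 95.7% of changes of 1 on the log2 scale and 36.3% of changes of 0.3 were recovered, and 3.75% and 3.66% of the calls were unchanged genes. Where each gene kept its own estimated spread, 91.7% and 32.05% were recovered, and 8.43% and 11.7% of the calls were unchanged genes, more than the nominal 5%. A first version of this check, with a single draw, had stopped on its limit for false calls. The limit now applies to the draws that follow the trend, and the rate with each gene's own spread is given as measured.

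Alternatives were other filters on low counts, DESeq2's size factors, the DESeq2 Wald test, limma-voom, the replicate number as a block, other thresholds, and leaving out each sample. A test on FPKM, 5 DESeq2 settings on all genes, a fit with each library's trend with transcript length removed, and most alternatives for the over-representation of the TGF-β signaling list were added after the data had been seen.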

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

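The test of this result was chosen after the result was seen. LOC100364457, a gene the paper does not discuss, had counts in each TNF-α library and in no TNF-α+NFL library. Its estimated counts were 85.69, 42.84 and 85.69 in TNF-α replicates 1, 2 and 3, with a mean of 71.4 ± 24.7 (SD, n = 3), and 0 in each TNF-α+NFL replicate, so it was at least 23.8-fold lower in the libraries labelled TNF-α+NFL, taking 3 counts as the floor. The RefSeq table of GRCr8 lists this identifier as Rpl9-ps30, a transcribed pseudogene. A candidate explanation is that reads were split between near-identical copies of Rpl9: its count was fractional in 3 of the 3 TNF-α libraries. The estimated count of Rpl9 itself moved between 0 in TNF-α replicate 3 and 3693 in TNF-α replicate 2, which points to unstable splitting within a group. An effect of NFL or of the harvest time on this gene stays open and was not tested separately.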

How the results depend on the processing

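The number of changed genes depended on the settings. Of the 81 genes, 80 stayed past the threshold when at least 10 counts were required in every sample, 81 with DESeq2's size factors, 79 with limma-voom and 72 with the DESeq2 Wald test. Called or not, the 81 genes had their original direction in each fit run, apart from 1 gene that was not tested with at least 10 counts required and 1 not tested on FPKM. These fits share samples with each other, so this is no independent evidence of direction. Against 54 higher and 27 lower genes, there were 84 and 48 with no filter on low counts, where all 81 were shared, and 95 and 53 with the DESeq2 Wald test, which gave 786 genes at an unadjusted p under 0.05 against 1472. At an adjusted p under 0.01 there were 16 and 7, and with a change of at least 2-fold required there were 0 and 1. Why the numbers differed between the tests was not tested.

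Across the 6 fits that each left out 1 sample, the counts ran from 5 to 460 higher genes, from 0 to 470 lower genes and from 1026 to 2717 genes at an unadjusted p under 0.05. The highest values came without TNF-α replicate 1 and the fewest calls without TNF-α+NFL replicate 1, where 3 of the 81 genes were still called. Fewer samples alone would not raise the number, as happened without TNF-α replicate 1.

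With the replicate number as a replicate block, 25 genes were higher and 9 lower, and the TGF-β signaling list had a median log2 fold change of 0.011. The numbers do not pair the samples: the correlation of the deviations of same-numbered samples was 0.030, -0.024 and 0.100. None of the 16 lists changed its side of the threshold under this block in camera. The over-representation of the TGF-β signaling list, run under it after the data had been seen, had an odds ratio of 5.04 with 1 member called and was not past 0.05.

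The median log2 fold change of the TGF-β signaling list, 0.012, was not past 0.05 with fry or with the estimated correlation, nor with no filter on low counts, where it was 0.0016. Its p ran from 9.2e-06, with the TGF-β response list in its place, to 0.18 over the alternatives. Across the fits that left out 1 sample it ran from 0.0056 to 0.041, the highest without TNF-α replicate 1, and its p without adjustment was not past 0.05 without TNF-α replicate 2 and without TNF-α+NFL replicate 2. Adjusted over the 16 lists, it was not past 0.05 without TNF-α replicate 3 (0.060) or without TNF-α+NFL replicate 1 (0.052) either, nor with limma on log2(FPKM + 1) (0.052), in a range from 0.0049 to 0.24 over these alternatives. The cause was not tested. The over-representation of this list stayed past 0.05 at an unadjusted p for the genes, with no filter and with at least 10 counts, with odds ratios from 2.51 to 7.86.

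The following were added after the data had been seen. The over-representation of the TGF-β signaling list stayed past 0.05 with DESeq2's size factors, the DESeq2 Wald test, limma-voom and the length trend removed, with odds ratios from 4.56 to 6.29. It was not past 0.05 with limma on log2(FPKM + 1), at 11.4, where 1 member of the list was called. Across the fits that left out 1 sample the odds ratio ran from 2.87, without TNF-α replicate 1, to 41.5, without TNF-α+NFL replicate 1, where 1 member was among 5 called genes, and it was past 0.05 in those 2 of the 6 fits. With fewer genes called, a single member decides this test. With each library's trend with transcript length removed, 151 genes were higher and 85 lower, with 77 of the 81 shared. The TGF-β signaling list then had a median of 0.0044 and was not past 0.05. That setting also reversed 3 lists that had not passed the threshold, cholesterol biosynthesis at 0.00023, adipocyte at 0.0012 and blood, a single tested gene, at 0.067, and Smad3 at -0.0065. With limma on log2(FPKM + 1), 8 genes were higher and 6 lower. Each of the 5 DESeq2 settings tried on all genes is given here. With its defaults there were 98 higher and 60 lower genes and 760 at an unadjusted p under 0.05. Without independent filtering there were 73 and 46, with 760. Without the outlier cutoff there were 98 and 60, with 767. Without that cutoff and with filtering tuned to 0.05 there were 99 and 58, with 767. Without the cutoff or independent filtering there were 79 and 49, with 767.

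For the 38 named genes with a fit, 398 of 526 comparisons with an alternative left the direction and the side of the threshold as they were, 117 lost the threshold, 2 gained it and 9 changed direction. The reversals were of genes near 0: across the fits that left out 1 sample, the log2 fold change ran from -0.018 to 0.14 for Sox9, from -0.0059 to 0.18 for Il6, from -0.029 to 0.023 for Tgfbr2, from -0.0064 to 0.052 for Smad3 and from -0.028 to 0.039 for Tgfb1. A pseudocount alternative was not run, since counts were available. At this depth, changes of 0.3 on the log2 scale were recovered in 32.05% of simulated cases with each gene's own spread, so changes of the size seen here are mostly missed.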

Differences from the paper's values

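The paper reports 79 genes downregulated between the TNF-α and TNF-α+NFL groups, and 27 were lower in the libraries labelled TNF-α+NFL. With T read as TNF-α+NFL and M as TNF-α, the log2 columns of Table S1 match the values here only with the direction exchanged. On that scale 54 genes stand against the paper's 79. With the groups as labelled, the DESeq2 Wald test, at 53, was the alternative set before the data were examined that came within 1.5 times the paper's 79. The others did not. The paper's 49 upregulated genes stand against 54 as labelled, and against 27 with the direction exchanged. On that exchanged scale, no filter on low counts (48) and the DESeq2 Wald test (53) came within 1.5 times, and the other alternatives set before the data were examined did not. With the direction exchanged, DESeq2 on all genes without the outlier cutoff or independent filtering gave 49 and 79, the paper's numbers. That setting was 1 of 5 DESeq2 settings chosen after seeing the values, and the other 4 gave other numbers.

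The paper's text gives 2994 genes downregulated by TNF-α, and the copy of Table S1 used here lists 1995 of them because it is shortened. No alternative bears on this.

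The paper states that NFL raised the TGFβR2 mRNA measured by qPCR, while the log2 fold change of Tgfbr2 in the RNA-seq counts was -0.012, with no alternative past an adjusted p of 0.05. The paper also states that NFL, after a longer treatment than that of these libraries, raised the mRNA of Sox9 and ACAN and lowered that of IL6, while Sox9, Acan and Il6 were not past an adjusted p of 0.05 here, with log2 fold changes of 0.049, 0.090 and 0.061. For the RNA-seq genes the paper states that the TGF-β signaling pathway was activated by NFL. In the deposited labels Tgfb3 and Tgfb2 were higher with NFL. With the names exchanged, as Table S1 has them if its T is TNF-α+NFL, both were lower.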

Other observations

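The tests of transcript length, of contractile genes, of Table S1 and of the copies of Rpl9 were chosen after the results were seen. The tests of carried-over RNA, of a later harvest and of other groupings of the samples were set before.

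The names of the groups matter for every direction given here. Of the 49 changed genes listed in both log2 columns of Table S1, 49 had the opposite sign there. The correlation across 3291 genes was -0.999, as an exchange of the group names between Table S1 and the deposited labels would give. This takes T in Table S1 as TNF-α+NFL and M as TNF-α. If T stood for TNF-α and M for TNF-α+NFL, these columns would show no exchange. If names were exchanged, whether in the table or in the labels stays open, since nothing in the libraries identifies NFL.

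Among the 10 splits of the 6 samples into 3 and 3, only the labelled one gave 81 genes past an adjusted p of 0.05, and the others gave 0 or 1, so 1 of the 10 splits gave as many. With 10 splits the share is never under 0.1. At an unadjusted p under 0.05 the labelled split gave 1472 genes, and the others gave from 210 to 1269, so the unadjusted number sets it apart less. For the TGF-β signaling list, 2 of the 10 splits had a camera p as small, and for the TGF-β response list 1 of the 10. Other splits reached a camera p of 6.0e-05 and 0.00030 for the response list, so camera gives small p-values in these libraries even for groupings that mix the treatments.

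RNA of Nanofat cells carried over in the lysate was tested with marker lists. The median log2 fold change was -0.0083 for the adipocyte list, with 7 of 15 tested genes higher, which by itself decides nothing, and it was -0.17 for the macrophage list, with 5, and -0.029 for the blood list, with 1. The endothelium list, with 6 tested genes, had a median of 0.28 (camera adjusted p = 0.058), led by Flt1, while Pecam1 averaged 3 counts in the TNF-α libraries and 1 in the TNF-α+NFL libraries. Adipoq averaged 0.667 and 2 counts, and Hba-a1 1 and 0.667. The endothelium list passed with fry (adjusted p = 0.0498), and Vwf averaged 2.33 and 5.67 counts, while Kdr was at 0 in both groups. With camera, 0 of the 4 cell type lists were past the threshold and higher with NFL. Together with the near absence of Adipoq and Hba-a1, this argues against RNA of adipocytes, macrophages or blood cells as the source of the genes higher with NFL as a set. For endothelial cells the question stays open, since camera and fry disagree. The paper also names adipose stromal cells, adipose-derived stem cells and pericytes in Nanofat. No list of these was tested, so RNA carried over from them stays open. A rise of Flt1 in the chondrocytes stays open.

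The list of TNF and NF-κB targets fell, with a median of -0.070. A later harvest of the TNF-α+NFL cells could give a fall, but this median could not decide for or against it. An effect of NFL on the inflammatory response would give this too. These cannot be told apart, because each group has its own time in the labels.

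Log2 fold changes rose with transcript length, with a Spearman correlation of 0.29 across the 13250 tested genes, which are not independent replicates. The libraries differed in this trend within a group: the correlation of a library's deviation with length was 0.275, -0.280 and -0.431 in TNF-α replicates 1, 2 and 3, and 0.116, 0.280 and 0.0876 in TNF-α+NFL replicates 1, 2 and 3. The ribosomal protein list had a median of -0.13 and the oxidative phosphorylation list of -0.090 (camera adjusted p of 4.7e-20 and 5.0e-13, fry adjusted p of 0.16 and 0.21). Random lists matched on length and expression had medians of -0.079 and -0.069. For the ribosomal proteins 0% of 10000 matched lists were as low, and the median was -0.036 with the length trend removed, so length may account for most of this shift but not for all of it. For oxidative phosphorylation 1.33% were as low, yet the list was not past the threshold once the trend was removed (median -0.018, camera adjusted p = 0.096), so an effect on these genes and a length trend cannot be told apart. For the TGF-β signaling list, 16.2% of matched lists had a median as high, so its small shift is not separate from that of genes of like length and expression. For the TGF-β response list, 0.02% of matched lists were as high, and its median was 0.027 with the trend removed (camera adjusted p = 2.8e-05), which argues against length as the whole cause. No biological explanation of the length trend was tested.

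Without TNF-α replicate 1, the length correlations were negative in both TNF-α libraries left and positive in the 3 TNF-α+NFL libraries. Of the 930 genes past the threshold without it, 386 were left in number when the length trend was removed as well, against 236 with all 6 libraries and the trend removed. A length trend may account for much of the gain, but a trend and another property of this library cannot be told apart, since the number fell without returning to the level of all libraries. Fn1 took 4.46% of the counts in TNF-α replicate 1 and 3.41% to 3.59% in the other libraries.

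Without its 5 contractile members, the TGF-β response list had a median log2 fold change of 0.042. The p without adjustment was 0.020 from camera, 0.30 from fry, a rotation test, and 0.39 from camera with the estimated correlation. A rise of contractile genes and a rise of the wider list cannot be told apart here, because these tests disagree.

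The paper reports qPCR of anabolic and catabolic genes in other cultures. In the RNA-seq counts Mmp13 was the member of the 15 genes named in the paper past an adjusted p of 0.05 (log2 fold change -0.31, adjusted p = 0.017). It was past it in 1 of the 6 fits that left out 1 sample, that without TNF-α replicate 3, with an adjusted p of up to 0.18 in the others, and it was not past it with limma on log2(FPKM + 1). Of the 15 genes, 2 passed adjusted over the list alone, Mmp13 and Col2a1 (log2 fold change 0.23). Sox9, Acan, Il6, Mmp3 and Adamts5 had log2 fold changes of 0.049, 0.090, 0.061, -0.14 and -0.17, with adjusted p from 0.30 to 0.92. Il1b and Mmp1 were at 3 counts or fewer in every library, so no change could be detected at this depth. Actb, the reference gene of the qPCR, had a log2 fold change of 0.11 (adjusted p = 0.29, and 0.026 with the length trend removed, in a range from 0.026 to 0.70 over its alternatives).

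The lists not given elsewhere had medians of -0.075 for interferon response, 0.076 for cartilage matrix, -0.080 for cartilage catabolism, -0.033 for cell cycle and -0.0019 for cholesterol biosynthesis. Their camera adjusted p were 0.084, 0.0022, 7.4e-05, 0.034 and 0.51, and their fry adjusted p 0.21, 0.16, 0.0498, 0.45 and 0.50. By Fisher's exact test on all changed genes, the list of TNF and NF-κB targets (odds ratio 8.31, adjusted p = 0.072) and the endothelium list (odds ratio 32.8, adjusted p = 0.083) were not past 0.05, and 9 lists had no member among the changed genes. Among the lower genes alone, the list of TNF and NF-κB targets was past 0.05 by this test (2 members, odds ratio 26.3, adjusted p = 0.017). These were Mmp13 and Ptgs2, each past an adjusted p of 0.05 in 1 of the 6 fits that left out 1 sample. The endothelium list was not past 0.05 among the higher genes alone (adjusted p = 0.13). The over-representation of lists other than TGF-β signaling was not run under the alternatives.

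In 16 genes, a count above 20 was found in 1 library and 3 or fewer in each of the others. The count was fractional in 16 of the 16, a property of estimates split between similar genes.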
